A study of Homo sapiens with 6 samples. Its data were reported in "Ribonucleotide reductase small subunit M2 is a master driver of aggressive prostate cancer" (2020).

How the data were processed

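RNA of C4-2 cells in 6 libraries, labelled DMSO, 10 µM COH29 or 20 µM COH29 with 2 replicates each, was sequenced by the authors. By the study's methods and the labels, RNA was extracted with a Direct-zol kit, libraries were made with standard Illumina protocols and read as short read pairs, and the data were processed in Partek Flow, as named in the submitters' processing notes. The aligner, its version, the annotation release, the selection of polyadenylated RNA and the use of strand in counting were not given in the sources used here. The deposited table holds estimated counts per gene, which the authors made per library and did not scale between libraries. Of the values above 0, 29.1% were not whole within 0.01, and they were rounded to whole numbers before testing. Gene starts lay on GRCh38. Of 27857 gene rows, 6380 were at 0 in all libraries. The symbols of 27 rows had been altered to dates. These rows stayed in the fit and were not named. Ribosomal RNA took 43 rows, which stayed in the library totals.

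Depth was 29883659 to 34143467 counts per library. Genes with low counts were removed with filterByExpr, which left 15779 genes, and libraries were scaled by TMM factors of 1.10 and 1.09 in DMSO, 1.04 and 1.08 at 10 µM, and 0.867 and 0.857 at 20 µM. Levels are CPM over the scaled library size, as mean ± SD over 2 replicates. All 6 libraries entered 1 quasi-likelihood fit of edgeR 4.0.16 (R 4.3.3) with 3 residual degrees of freedom and a common biological coefficient of variation of 0.109. Two-sided p-values were adjusted by Benjamini-Hochberg over the genes tested. A gene was called at an adjusted p under 0.05 and a fold over 1.5, the cutoffs of the study. The comparisons were each dose against DMSO, 20 µM against 10 µM, and the mean of both doses against DMSO. SE of a log2 fold change was taken from the F statistic.

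Before the data were examined, 29 gene lists, the tests, the alternatives and the rule for naming genes were fixed. Lists of at least 3 tested genes, 28 of them, were tested with limma 3.58.1 camera on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, adjusted by Benjamini-Hochberg over the lists of a comparison. Beside it, camera was run with the correlation estimated per list, and fry, which tests whether the genes of a list move on balance one way. With the preset correlation 14, 13 and 11 lists were called at 10 µM, at 20 µM and between doses. With an estimated correlation 0 lists were called by camera in each, while 3, 2 and 2 lists were at an unadjusted p under 0.05. Camera then tests on the 3 residual degrees of freedom, so a call is hard to reach whatever the correlation. Ribosome biogenesis at 10 µM, with an estimated correlation of −0.050, went from p = 4.33e-06 to p = 0.0153 by camera. A call lost in this way therefore does not by itself point to correlation between genes. At an adjusted p under 0.05, fry gave 8 lists higher and 14 lower at 10 µM, 10 and 13 at 20 µM, and 13 and 3 between doses. The lists covered the ribonucleotide reductase and dNTP supply, PAM50 parts, cell cycle, histones, DNA repair, p53, BCL2 family, stress, NRF2, hypoxia, iron, metallothionein, androgen-regulated, epithelial, mesenchymal, angiogenesis, cholesterol, immediate early, interferon, ribosome and mitochondrial genes, and markers of neuroendocrine, stromal and blood cells. The named genes were RRM2, RRM1 and RRM2B, then for each dose the 5 largest rises and 5 largest falls among called genes whose treated libraries lay beyond both DMSO libraries and whose mean over the 6 libraries was at least 10 CPM, 3 and 3 of the same for 20 against 10 µM, the 3 members of smallest p of each list called at 20 µM, and the 1 such member of each other list. Other genes are said to have been chosen after their values were seen. Some genes are not reported here.

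The test was checked on counts simulated from the DMSO means and the dispersions of these libraries, with 15541 genes for 10 µM and 15524 for 20 µM. At 10 µM it recovered, at an adjusted p under 0.05 and in the right direction, 44% of genes moved 1.5-fold, 80.9% of those moved 2-fold and 100% of those moved 4-fold, and it called 0.157% of unmoved genes at both cutoffs. At 20 µM it recovered 48%, 78.7% and 95.7% of the same, and called 0.0457% of unmoved genes. Each percentage recovered rests on at most 50 moved genes. Few genes were moved in these simulations, while 39.0% and 56.1% of tested genes were called in the data at 10 and 20 µM. The adjustment is stricter where fewer genes change, so recovery in the data may differ. A list of 20 genes moved 2-fold was called, and 0 of 27 unmoved lists were called, by camera with the preset correlation. Genes were simulated independently of each other, so this check cannot speak to lists whose genes move together. In the data the estimated correlation was 0.571 for PAM50 proliferation and 0.464 for FOXM1 and G2/M genes. The alternatives were DESeq2 1.42.0 size factors or its test, library size alone, limma voom, no filter or a stricter filter, other fold cutoffs, only the groups compared, a replicate block, and each library left out in turn. Chosen after the data were seen were leaving out ribosomal RNA rows and removing a trend of log2 CPM on GC content and exon length in each library, for which 94.0% of tested genes had values from GENCODE v29. Overlapping and antisense genes could not be told apart where strand was not used. The study's prostate cancer subtype gene lists were not used here.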

Results

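Gene expression was measured by RNA sequencing in C4-2 cells, a castration-resistant human prostate cancer line derived from LNCaP, after exposure to COH29 or to DMSO. COH29 is a small-molecule inhibitor of RRM2, the small subunit of ribonucleotide reductase, the enzyme that makes the deoxyribonucleotides used in DNA synthesis. The 6 libraries formed 3 groups of 2 replicates each, DMSO, 10 µM COH29 and 20 µM COH29. The treatment time was not given in the sources used here. Total counts were 34143467 and 33941179 in the DMSO libraries, 30026149 and 31329549 at 10 µM, and 29883659 and 30522650 at 20 µM. Of 27857 genes, 15779 had enough counts to be tested. The labels do not say whether replicates came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. Levels are given as CPM, counts scaled to library size. Across genes, which are not independent replicates, the log2 CPM of replicates had Pearson correlations of 0.99 in DMSO, 0.993 at 10 µM and 0.994 at 20 µM, and each pair differed by more than sampling noise (chi-square per degree of freedom 33.8, 16.2 and 6.94).

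The composition of the libraries moved with dose. The 10 most abundant genes took 6.28% ± 0.0522 (SD, n = 2) of counts in DMSO, 8.61% ± 0.568 at 10 µM and 11.3% ± 0.320 at 20 µM. Ribosomal RNA took 4.41% ± 0.308, 4.99% ± 0.432 and 5.29% ± 0.481 of counts in the same order. The fold changes also followed GC content, rising by 0.22 on the log2 scale per 10 percentage points of GC at 10 µM and by 0.28 at 20 µM over 13497 protein-coding genes. The log2 ratio of the 2 DMSO libraries to each other had a slope of 0.30.

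The transcript of the drug target was measured first. RRM2 (chromosome 2, 10122568 to 10131419, GRCh38) was at 42.3 ± 2.33 CPM (SD, n = 2) in DMSO, 1.87 ± 0.794 CPM at 10 µM and 3.88 ± 0.626 CPM at 20 µM. The counts behind these levels were 1648 and 1505 in DMSO, 41 and 82 at 10 µM, and 89 and 113 at 20 µM. RRM2 fell 22.4-fold at 10 µM (log2 fold change −4.48 ± 0.25, SE; adjusted p = 1.34e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and 10.9-fold at 20 µM (−3.44 ± 0.24; adjusted p = 1.27e-05, same test). RRM2B, the alternative small subunit that p53 induces, rose at both doses, from 69.3 ± 9.80 CPM to 134 ± 0.312 and 157 ± 10.4 CPM. RRM1, the large subunit, fell at 20 µM (−0.75 ± 0.09), while its log2 fold change of −0.51 ± 0.09 at 10 µM lay inside the 1.5-fold cutoff.

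**Figure D1:**
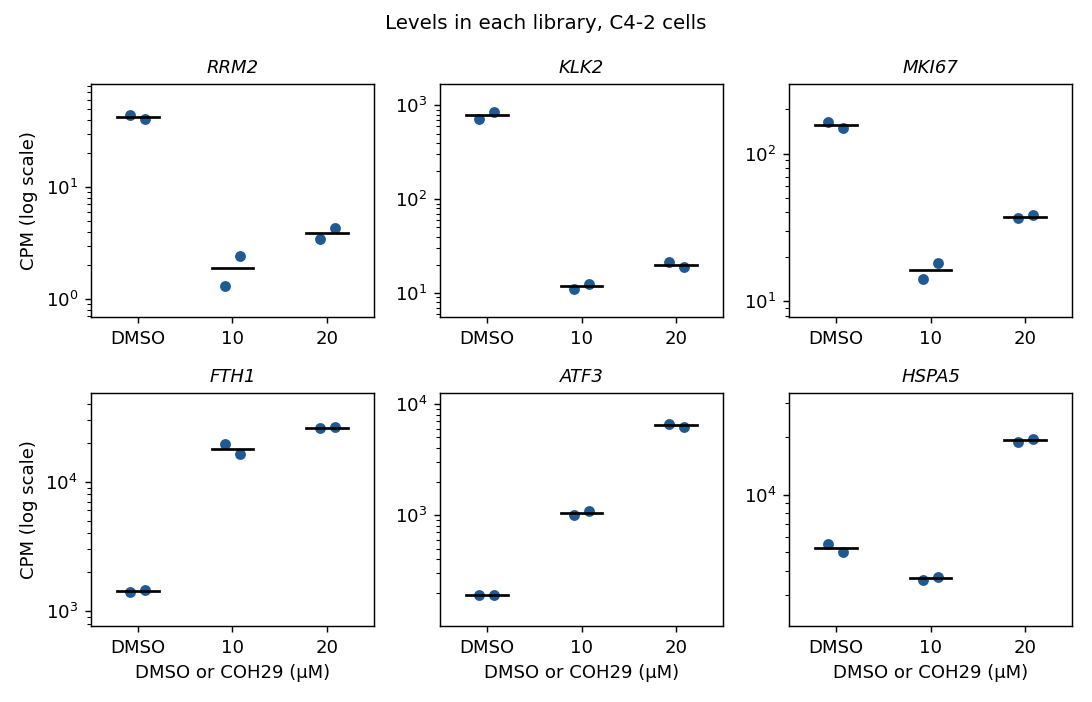
Levels of 6 genes in each library, in CPM on log axes that differ between panels, for DMSO, 10 µM and 20 µM COH29; points are libraries and lines are group means (n = 2). RRM2, KLK2 and MKI67 lie below DMSO at both doses, FTH1 and ATF3 lie above it, and HSPA5 is at 5296 CPM in DMSO, 3657 CPM at 10 µM and 19186 CPM at 20 µM.

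At 10 µM COH29, transcripts of dividing cells and of androgen signalling fell together, and transcripts of NRF2 targets and histones rose. MKI67, the proliferation marker, fell from 157 ± 10.5 to 16.2 ± 2.94 CPM (SD, n = 2), and the androgen-regulated kallikrein KLK2 fell from 787 ± 101 to 11.8 ± 1.14 CPM. FTH1, the ferritin heavy chain, rose from 1439 ± 33.3 to 17977 ± 2245 CPM, or 12.5-fold. In total, 2842 genes were higher and 3310 lower than in DMSO by edgeR's quasi-likelihood test at an adjusted p under 0.05 and a fold over 1.5.

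Among called genes with a mean of at least 10 CPM, the largest rises at 10 µM were those of CHST1, a sulfotransferase (log2 fold change 4.39 ± 0.35, SE), PCSK1N, which encodes proSAAS (4.0 ± 0.59), TXNIP, the thioredoxin-binding protein (3.78 ± 0.87), CD68, a lysosomal glycoprotein (3.69 ± 0.16), and FTH1 (3.64 ± 0.13). The largest falls among the same genes were those of TRPM8, a cold-activated cation channel (−7.55 ± 0.21), NAV3 (−6.61 ± 0.24), COLCA1 (−6.15 ± 0.22), KLK2 (−6.06 ± 0.15) and PCAT1, a long noncoding RNA of prostate cancer (−5.92 ± 0.21). For each of these genes both treated libraries lay beyond both DMSO libraries. TXNIP was at 117 ± 134 CPM at 10 µM, and its log2 fold change was 1.37 without replicate 1 at 10 µM, 4.65 without replicate 2 and 2.99 by limma voom. NAV3 was at 0.337 ± 0.0694 CPM at 10 µM. PCSK1N had 0.484 ± 0.346 CPM in DMSO, and its value was 3.40 without DMSO replicate 1, 4.99 without DMSO replicate 2, 3.21 without replicate 1 at 10 µM and 3.18 with the GC and length trend removed (3.14 with a replicate block as well). Reads of FTH1 may be shared with near-identical copies, of which FTH1P3, chosen after its values were seen, rose from 65.4 to 768 CPM.

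Genes of the cell cycle fell almost as a block at 10 µM. Of the 25 genes on the list of FOXM1 and G2/M genes, 25 fell, with a median log2 fold change of −2.59 (camera adjusted p = 3.35e-13, and adjusted p = 0.282 with an estimated correlation). They included CENPE (−3.22), BUB1B (−3.15) and AURKA (−2.96), which serve the mitotic spindle and its checkpoint. Of the 21 PAM50 proliferation genes, the part of the PAM50 classifier that bears on the luminal B subtype the study asked about, 20 fell and 1 was not called (median −2.53, camera adjusted p = 1.89e-10, and adjusted p = 0.306 with an estimated correlation), among them CENPF (−3.04) and CCNB1, cyclin B1 (−2.78). The G1/S and E2F list had 24 of 34 members lower and 10 not called (median −1.37, camera adjusted p = 1.64e-07, and adjusted p = 0.282 with an estimated correlation), with MCM10 (−2.85) and CCNE2, cyclin E2 (−2.18), among those that fell. Homologous recombination and Fanconi anaemia genes fell in 16 of 27 cases (median −0.78, camera adjusted p = 0.000112, and adjusted p = 0.435 with an estimated correlation), including RAD51AP1 (−3.36), BRCA1 (−2.07) and FANCD2 (−1.80). For ribonucleotide reductase and dNTP supply, 6 of 17 genes fell, RRM2 among them, and 1 rose (median −0.28, camera adjusted p = 0.0252, and adjusted p = 0.282 with an estimated correlation). That last call was lost, with the median little moved, without replicate 1 at 20 µM (median −0.27, adjusted p = 0.0517, camera) and without replicate 2 at 20 µM (−0.27, 0.0523). It was also lost, with a lower median, when the GC and length trend was removed, alone (−0.35, adjusted p = 0.0525, camera) or with a replicate block (−0.35, 0.0555).

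Androgen-regulated genes, which mark the hormone-driven luminal state of prostate cancer cells, fell at 10 µM, with 21 of 24 genes lower and 3 not called (median −2.07, camera adjusted p = 3.36e-10, and adjusted p = 0.253 with an estimated correlation). ADAMTS1 fell by 4.15 on the log2 scale, and of genes chosen after their values were seen, KLK3, which encodes prostate-specific antigen, fell from 2547 ± 185 to 64.9 ± 18.8 CPM and TMPRSS2 fell by 2.00. Hypoxia and HIF targets fell in 15 of 21 cases and rose in 1 (median −1.0, camera adjusted p = 2.19e-05, and adjusted p = 0.282 with an estimated correlation), with PDK1 (−2.16) and LDHA, lactate dehydrogenase A (−1.78), among those lower. Endoplasmic reticulum chaperones fell in 13 of 16 cases (median −1.25, camera adjusted p = 1.83e-06, and adjusted p = 0.282 with an estimated correlation), HSP90B1, chosen after its values were seen, by 2.11. Ribosome biogenesis genes fell in 14 of 20 cases (median −0.78, camera adjusted p = 1.79e-05, and adjusted p = 0.253 with an estimated correlation), NOP56 by 1.31. On the heat shock list 5 of 13 genes fell and 1 rose (median −0.57, camera adjusted p = 0.0116, and adjusted p = 0.306 with an estimated correlation), a call lost, with the median little moved, without replicate 1 at 20 µM (median −0.53, adjusted p = 0.0521, camera) or replicate 2 at 20 µM (−0.53, 0.0528), which enter the common fit.

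Replication-dependent histone genes rose at 10 µM in 9 of 10 cases (median 1.95, camera adjusted p = 4.01e-05, and adjusted p = 0.319 with an estimated correlation), among them HIST1H1C (3.48), HIST1H2BD (2.76) and HIST2H2BE (2.53). Histone genes form a family of similar copies, and their counts are uncertain to that extent. Of 16 genes on the list 10 could be tested, and HIST1H4C, HIST1H1B, HIST1H1D, HIST1H3B, HIST1H2AJ and HIST1H2BM were not among them. NRF2 targets, which encode antioxidant and detoxifying enzymes, rose in 13 of 17 cases with none lower (median 1.31, camera adjusted p = 1.79e-05, and adjusted p = 0.287 with an estimated correlation), with HMOX1, haem oxygenase 1 (3.29), OSGIN1 (2.46) and SRXN1 (1.65). p53 targets rose in 15 of 27 cases and fell in 1 (median 0.69, camera adjusted p = 5.12e-05, and adjusted p = 0.282 with an estimated correlation), with CDKN1A, the kinase inhibitor p21, at 86.2 ± 13.4 CPM in DMSO and 484 ± 32.8 CPM at 10 µM. Cholesterol synthesis genes rose in 11 of 19 cases with none lower (median 0.88, camera adjusted p = 0.000144, and adjusted p = 0.253 with an estimated correlation), INSIG1 by 2.42. The value of MT2A, which rose by 1.74, was 2.35 without DMSO replicate 2. At 10 µM the counts of called members adjusted over the list alone equalled those adjusted over all genes tested for each list named here.

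Other lists were not called at 10 µM by camera. ATF4 targets had 7 of 26 genes higher and 1 lower (median 0.22, camera adjusted p = 0.118), and were called with no filter on low counts (adjusted p = 0.0486). Immediate early genes had 9 of 15 higher and 3 lower (median 1.13, camera adjusted p = 0.118), where MYC fell by 2.60, and the list was called without replicate 2 at 10 µM (adjusted p = 0.0416). The BCL2 family had 5 of 13 genes higher and 1 lower (median 0.41), iron handling 6 of 14 higher and 2 lower (median 0.34), and metallothioneins 1 of 6 higher (median 0.43). Angiogenesis genes had 7 of 15 lower and 1 higher (median −0.44), PAM50 luminal and HER2 genes 8 of 17 lower and 3 higher (median −0.49), and PAM50 basal genes 3 of 7 lower and 1 higher (median −0.29). Epithelial genes had 4 of 16 higher and 5 lower (median −0.16), mesenchymal genes 2 of 9 higher and 3 lower (median −0.59), and interferon genes 2 of 17 higher and 5 lower, with a median of 0.11 and a mean of −0.36, the median being −0.027 without DMSO replicate 2. The neuroendocrine, stromal and blood lists, of 3 genes each, had medians of 0.11, 0.67 and −2.11. The neuroendocrine median was −0.45 without replicate 1 at 10 µM and −0.17 without replicate 1 or replicate 2 at 20 µM, −0.12 with the GC and length trend removed and −0.89 with no filter on low counts. The stromal median was −0.40 without replicate 2 at 10 µM and −0.20 and −0.67 without replicates 1 and 2 at 20 µM, and −2.07 with no such filter.

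At 20 µM COH29, listed genes of the cell cycle and androgen-regulated genes were again mostly lower than in DMSO. Of ATF4 targets 14 of 26 rose and 2 fell, and of immediate early genes 11 of 15 rose and 2 fell. With an estimated correlation camera called 0 lists at this dose. Of the lists called at 10 µM by camera, which compares a list with other genes, endoplasmic reticulum chaperones, heat shock, ribosome biogenesis and dNTP supply were not called at 20 µM by camera. The fry test, which looks at a list alone, called all of these but heat shock lower there too. ATF3, a stress-induced transcription factor, rose from 193 ± 1.26 to 6422 ± 247 CPM (SD, n = 2), and HSPA5, the endoplasmic reticulum chaperone BiP, which went against the median of its list, rose from 5296 ± 365 to 19186 ± 540 CPM. FOXA1, the pioneer factor of the luminal lineage, fell from 337 ± 11.6 to 19.7 ± 0.0755 CPM, and KLK2 fell to 20 ± 1.73 CPM. In total, 4030 genes were higher and 4818 lower than in DMSO by edgeR's quasi-likelihood test at the same cutoffs, together 56.1% of the genes tested. With scaling by library size alone the median of all genes moved from −0.05 to −0.40, and 28.4% of calls were higher in place of 45.5%.

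With the same minimum of 10 CPM, the largest rises at 20 µM were those of CYR61, a secreted matrix protein (6.86 ± 0.23, log2 fold change and SE), CHST1 (6.63 ± 0.36), JUNB, an AP-1 subunit (6.22 ± 0.39), PCSK1N (5.96 ± 0.58) and GADD45B, a growth arrest gene (5.49 ± 0.14). The largest falls with this minimum were those of PCAT1 (−7.97 ± 0.26), TRPM8 (−7.53 ± 0.21), COLCA1 (−7.38 ± 0.25), NAV3 (−6.50 ± 0.25) and HGD, an enzyme of tyrosine breakdown (−6.06 ± 0.18). The value of PCSK1N was 5.37 without DMSO replicate 1, 6.96 without DMSO replicate 2 and 4.54 with the GC and length trend removed, and that of JUNB was 5.52 with the trend removed. PCAT1, COLCA1, NAV3 and HGD were under 1 CPM at 20 µM, so their values rest on few counts there. That of PCAT1 was −8.65 without replicate 1 at 20 µM and that of COLCA1 −8.21 without replicate 2 at 20 µM.

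Cell cycle genes stayed below DMSO at 20 µM. Of the FOXM1 and G2/M list, 22 of 25 genes fell and 3 were not called (median −1.18, camera adjusted p = 9.50e-06, and adjusted p = 0.446 with an estimated correlation), and BUB1B (−2.80), CENPE (−2.62) and AURKA (−2.07) had the smallest p-values. PAM50 proliferation genes fell in 18 of 21 cases (median −1.01, camera adjusted p = 9.01e-05, and adjusted p = 0.467 with an estimated correlation), with CENPF (−2.12), MKI67 (−2.08) and CCNB1 (−1.47). The G1/S and E2F list had 25 of 34 genes lower and 1 higher (median −1.37, camera adjusted p = 4.14e-05, and adjusted p = 0.415 with an estimated correlation), with CCNE2 (−3.65), MCM10 (−3.59) and MCM3 (−2.07). Homologous recombination and Fanconi anaemia genes fell in 16 of 27 cases and rose in 2 (median −1.10, camera adjusted p = 0.00262, and adjusted p = 0.467 with an estimated correlation), RAD51AP1 by 2.55, FANCD2 by 2.23 and BRCA1 by 2.19. The ribonucleotide reductase and dNTP list was not called by camera at 20 µM, with 9 of 17 genes lower, 2 higher and a median of −0.64 (camera adjusted p = 0.152, fry adjusted p = 0.000442).

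Androgen-regulated genes fell in 20 of 24 cases and rose in 1 (median −2.82, camera adjusted p = 3.06e-06, and adjusted p = 0.415 with an estimated correlation). TRPM8, ADAMTS1 (−5.83) and KLK2 (−5.30) had the smallest p-values of the list, and KLK3 fell to 58.2 ± 2.31 CPM. Hypoxia and HIF targets fell in 14 of 21 cases and rose in 2 (median −1.24, camera adjusted p = 0.00304, and adjusted p = 0.415 with an estimated correlation), with EGLN3 (−2.65), PDK1 (−2.11) and LDHA (−2.05). The calls of both lists held once the trend on GC content and length was removed.

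Several groups rose at 20 µM. All 10 histone genes tested rose (median 3.20, camera adjusted p = 2.54e-05, and adjusted p = 0.415 with an estimated correlation), HIST2H2BE from 52.4 ± 0.165 to 1234 ± 1.10 CPM, while the histone share of all counts went from 0.0208% in DMSO to 0.238%. p53 targets rose in 21 of 27 cases with none lower (median 1.23, camera adjusted p = 5.47e-07, and adjusted p = 0.415 with an estimated correlation), with CDKN1A (4.32), GADD45A (3.39) and XPC (1.6). NRF2 targets rose in 13 of 17 cases (median 1.58, camera adjusted p = 4.61e-05, and adjusted p = 0.415 with an estimated correlation), HMOX1 from 38.2 ± 8.01 to 1022 ± 72.4 CPM. Cholesterol synthesis genes rose in 14 of 19 cases (median 1.56, camera adjusted p = 2.00e-05, and adjusted p = 0.411 with an estimated correlation), with INSIG1 (3.06), MSMO1 (2.51) and IDI1 (2.29). The ATF4 targets of the integrated stress response rose in 14 of 26 cases and fell in 2 (median 0.77, camera adjusted p = 0.00219, and adjusted p = 0.415 with an estimated correlation), with ATF3 (5.06), PPP1R15A (4.29) and DDIT3, which encodes CHOP (2.69). Immediate early genes rose in 11 of 15 cases and fell in 2 (median 2.69, camera adjusted p = 0.00228, and adjusted p = 0.446 with an estimated correlation), with JUN (3.65) and KLF6 (2.93), while MYC fell by 1.95. Metallothioneins and zinc response genes rose in 5 of 6 cases (median 2.18, camera adjusted p = 0.00906, and adjusted p = 0.415 with an estimated correlation), with MT2A (4.01), MT1X (2.40) and MT1F (1.97), a family whose copies share sequence. The value of MT2A was 4.62 without DMSO replicate 2.

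The remaining lists were not called at 20 µM by camera, with adjusted p from 0.103 to 0.895. Endoplasmic reticulum chaperones had 10 of 16 genes lower and 3 higher (median −0.80), and HSPA5 (1.86) was among those that rose. The heat shock list had 3 genes higher and 3 lower of 13, with a median of −0.25 and a mean of 0.26, and DNAJB1 rose by 1.85. Iron handling genes had 5 of 14 higher and 4 lower, with a median of −0.27 and a mean of 0.42, and FTH1 reached 26147 ± 363 CPM. Ribosome biogenesis had 10 of 20 genes lower (median −0.59), including NOP56 (−1.54), and was called with library size alone (adjusted p = 0.0389, camera). The BCL2 family had 6 of 13 higher and 2 lower (median 0.57), with PMAIP1, which encodes NOXA, up by 1.92, and it was called with the GC and length trend removed (adjusted p = 0.050, camera) and with no filter on low counts (0.0463).

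Lists of lineage, signalling and other cell types went both ways. PAM50 luminal and HER2 genes had 8 of 17 lower and 2 higher at 20 µM (median −0.49), and PAM50 basal genes 3 of 7 lower and 2 higher (median −0.40). Epithelial genes had 5 of 16 higher and 5 lower, with a median of −0.08 under a test direction of higher (0.16 without DMSO replicate 2), and GRHL2 fell by 1.75. Mesenchymal genes had 3 of 9 higher and 5 lower, with a median of −0.62 and a mean of 0.05, and ZEB1 rose from 0.311 ± 0.0553 to 4.91 ± 0.169 CPM. Angiogenesis ligands and receptors had 7 of 15 lower and 3 higher (median −0.92), with THBS1, thrombospondin 1, down from 211 ± 5.82 to 11 ± 0.725 CPM. Interferon response genes had 5 of 17 lower and 2 higher, and OAS3 fell by 2.99. The interferon median of −0.34 was 0.046 and 0.036 without replicates 1 and 2 at 10 µM, 0.023 without replicate 1 at 20 µM and 0.012 without DMSO replicate 1. The stromal median was 1.16, or −0.95 without replicate 2 at 20 µM, and the neuroendocrine median was −0.32, or 0.051 without replicate 1 at 20 µM. Of the neuroendocrine list 3 genes could be tested and SYP fell by 1.13, of the fibroblast list 3 genes, where PDGFRB fell by 2.93 and COL1A1 (1.27) and ACTA2 (1.16), chosen after their values were seen, rose (mean −0.16), and of the blood and immune list 3 genes, where CD68 rose from 4.75 ± 0.514 to 190 ± 1.44 CPM and the other two fell. The list of mitochondrially encoded mRNAs was not analysed here.

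**Figure D2:**
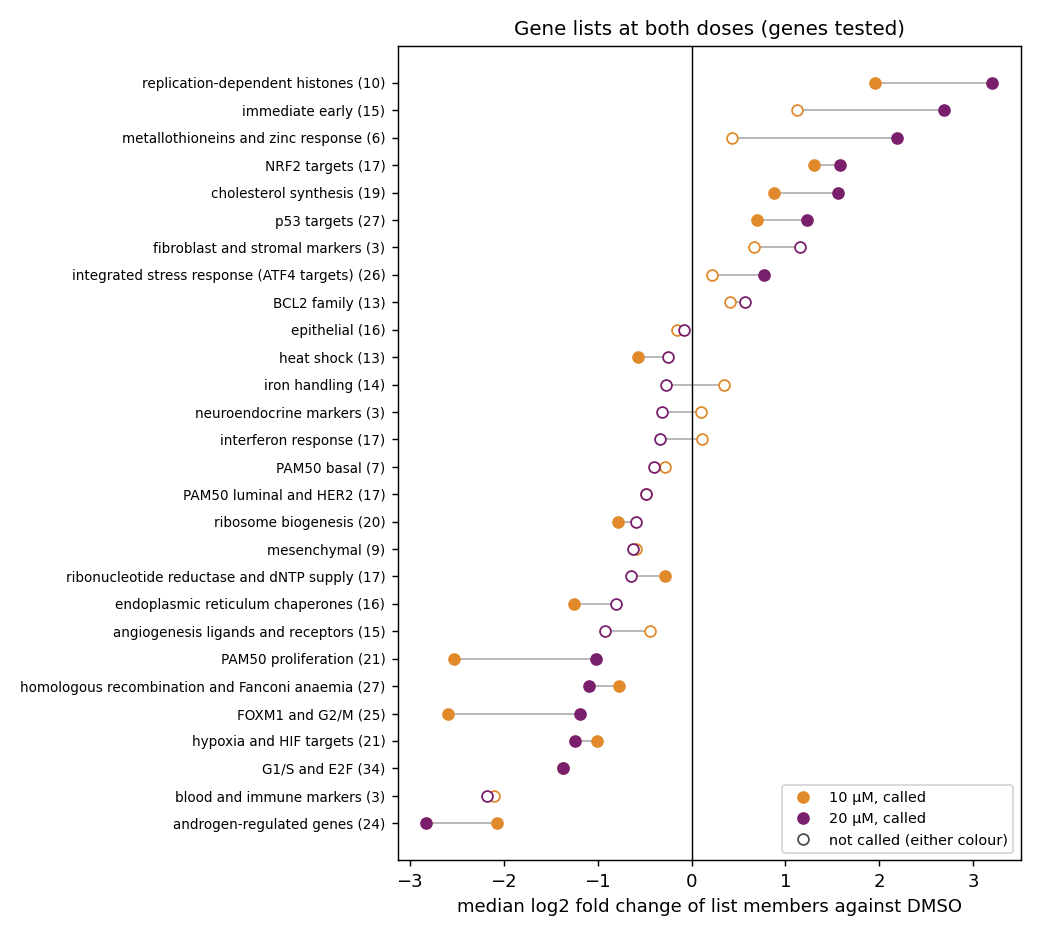
Median log2 fold change against DMSO of each gene list, at 10 µM (orange) and 20 µM COH29 (purple), with the number of genes tested in brackets; filled points were called by camera with its preset correlation and open points were not, and points of near-equal value overlap. Histone genes lie at 1.95 and 3.20 and androgen-regulated genes at −2.07 and −2.82, while the FOXM1 and G2/M list moves from −2.59 to −1.18.

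Between the doses, 23 of 25 FOXM1 and G2/M genes were higher at 20 µM than at 10 µM, and FOXA1 fell further. Lists of several stress responses were called higher by camera, though many of their members were not called. With an estimated correlation camera called 0 lists between doses. CCNB1 was at 18.4 ± 1.56 CPM at 10 µM and 45.8 ± 2.41 CPM at 20 µM (SD, n = 2), against 127 ± 5.64 CPM in DMSO. FOXA1 fell from 175 ± 5.49 to 19.7 ± 0.0755 CPM and its neighbour TTC6 from 51.0 ± 8.54 to 4.94 ± 0.929 CPM. HSPA5 rose from 3657 ± 105 to 19186 ± 540 CPM. By edgeR's quasi-likelihood test, 1866 genes were higher and 2494 lower at 20 µM, together 27.6% of the genes tested. Without replicate 2 at 20 µM these counts were 1237 and 1597, and with scaling by library size alone 15.5% of calls were higher in place of 42.8%, with the median of all genes at −0.32 in place of −0.02.

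With a mean of at least 10 CPM, the largest rises from 10 to 20 µM were those of JUNB (4.09 ± 0.35, log2 fold change and SE), GADD45B (3.59 ± 0.12) and HSPA6, an inducible heat shock protein (3.38 ± 0.31). The largest falls above this minimum were those of TTC6 (−3.37 ± 0.18), FOXA1 (−3.15 ± 0.09) and PRR15L (−3.10 ± 0.32). HSPA6 had a log2 fold change of −1.5 at 10 µM, or −2.22 without replicate 2 at 10 µM, and its rise between doses was 4.10 without replicate 2 at 10 µM. PRR15L was at 0.905 ± 0.631 CPM at 20 µM, and its value was −4.07 without replicate 1 at 20 µM. RRM2 was 2.06-fold higher at 20 µM than at 10 µM (1.04 ± 0.27, adjusted p = 0.0165 by edgeR with Benjamini-Hochberg adjustment). That call was lost without replicate 1 at 10 µM (0.70, adjusted p = 0.0548 by edgeR) and without replicate 2 at 20 µM (0.87, adjusted p = 0.106).

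Of the FOXM1 and G2/M list, 23 of 25 genes were higher at 20 µM than at 10 µM and 2 were not called (median 1.23, camera adjusted p = 2.95e-11, and adjusted p = 0.319 with an estimated correlation). PAM50 proliferation genes were higher in 17 of 21 cases (median 1.23, camera adjusted p = 2.89e-07, and adjusted p = 0.415 with an estimated correlation), MKI67 by 1.21 and, chosen after their values were seen, CDC20 by 2.32 and UBE2C by 2.18. The G1/S and E2F list had 2 genes higher and 4 lower of 34, with a median of 0.03 under a test direction of lower (camera adjusted p = 0.996), and the median was −0.27 with library size alone, −0.05 without replicate 1 at 10 µM and −0.12 without replicate 2 at 20 µM. Histone genes were higher in 8 of 10 cases, or 9 adjusted over the list alone (median 1.49, camera adjusted p = 5.40e-05, and adjusted p = 0.373 with an estimated correlation). p53 targets were higher in 14 of 27 cases, or 15 adjusted over the list alone (median 0.64, camera adjusted p = 2.38e-06, and adjusted p = 0.319 with an estimated correlation), GADD45A by 2.15 and CDKN1A by 1.83. Immediate early genes were higher in 13 of 15 cases, or 14 adjusted over the list alone (median 1.30, camera adjusted p = 1.54e-07, and adjusted p = 0.319 with an estimated correlation), CYR61 by 3.33.

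Stress lists were called higher at 20 µM than at 10 µM as well. ATF4 targets were higher in 10 of 26 cases (median 0.54, camera adjusted p = 6.58e-05, and adjusted p = 0.319 with an estimated correlation), PPP1R15A by 2.39. Endoplasmic reticulum chaperones were higher in 8 of 16 cases (median 0.56, camera adjusted p = 4.14e-05, and adjusted p = 0.319 with an estimated correlation), HSPA5 by 2.39 and, chosen after its values were seen, HERPUD1 by 2.09. Heat shock genes were higher in 4 of 13 cases (median 0.32, camera adjusted p = 0.00729, and adjusted p = 0.319 with an estimated correlation), DNAJB1 by 2.20. Metallothioneins were higher in 4 of 6 cases, or 5 adjusted over the list alone (median 1.62, camera adjusted p = 0.00221, and adjusted p = 0.319 with an estimated correlation). Cholesterol synthesis genes were higher in 11 of 19 cases and lower in 1 (median 0.64, camera adjusted p = 0.000262, and adjusted p = 0.319 with an estimated correlation). NRF2 targets were higher in 3 of 17 cases, or 4 adjusted over the list alone (median 0.27, camera adjusted p = 0.00270, and adjusted p = 0.415 with an estimated correlation), and with library size alone the median of this list was −0.02. No list was called lower by camera, while 1 was at an unadjusted p under 0.05 and fry called 3 lower, PAM50 luminal and HER2 genes coming nearest with 8 of 17 lower (median −0.82, camera adjusted p = 0.0751), and that list was called without replicate 2 at 10 µM (adjusted p = 0.0206, camera).

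With both doses averaged against DMSO, 3468 genes were higher and 4205 lower by edgeR's quasi-likelihood test, together 48.6% of the genes tested. RRM2 fell 15.6-fold (log2 fold change −3.96 ± 0.19, SE). FTH1, CHST1 and CD68 were above and TRPM8, NAV3 and PCAT1 below DMSO at each dose. With scaling by library size alone, 32.5% of these calls were higher in place of 45.2%.

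The fold changes of the doses were compared across the 15779 genes, which are not independent replicates and share the same DMSO libraries. Pearson's r was 0.857, against 0.471 when groups with no effect were simulated against the same controls. The covariance was 1.70, against 0.0258 simulated, a difference of 1.68. Of the called genes, 2237 were higher at both doses, where independent lists would share 726 and simulations with no effect and the same controls shared 0.05 on average, and 2939 were lower at both, where independent lists would share 1011 and the simulations shared 0. The simulated groups shared their controls in the same way, so the covariance of 0.0258 is what shared controls gave in them. Against the observed 1.70, this argues against shared controls as the source of most of the covariance. The calls went opposite ways for 43 genes, of which 33 were higher at 10 µM and lower at 20 µM and 10 were the other way. Independent lists would share 868 and 845 genes in these 2 ways, far more than were seen. Shared controls by themselves make opposite calls rarer, and these opposite counts were not compared with a simulation.

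**Figure D3:**
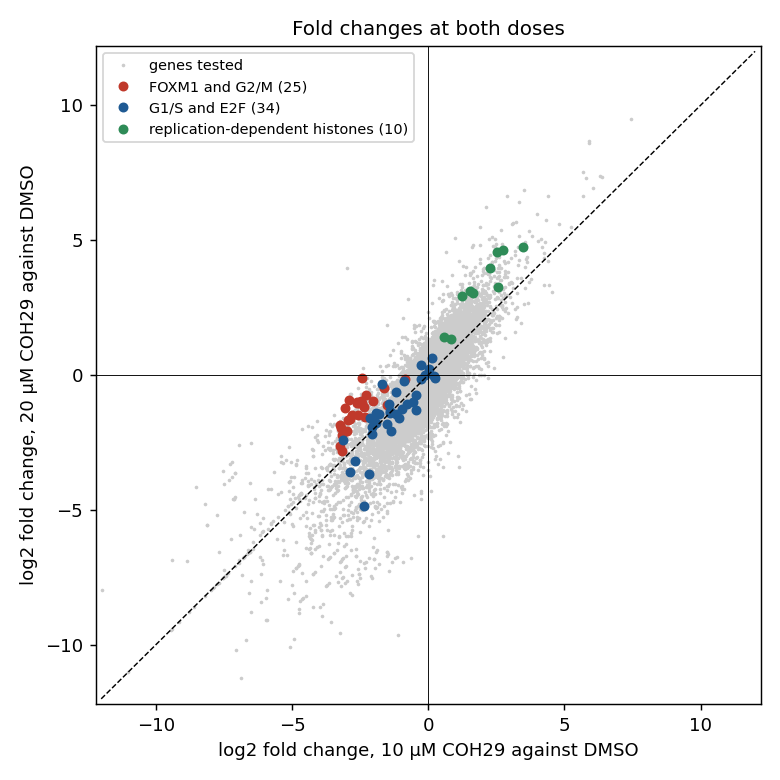
Log2 fold change against DMSO at 10 µM (horizontal axis) and 20 µM COH29 (vertical axis) for 15779 genes (grey), with 25 FOXM1 and G2/M genes (red), 34 G1/S and E2F genes (blue) and 10 histone genes (green); the dashed line marks equal values. The red points lie above the dashed line with a median difference of 1.23, and the blue points lie about it with a median difference of 0.03.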

Values the study reported

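The study called genes at a false discovery rate under 0.05 with a fold change beyond 1.5 in either direction. It described an RRM2 signature of 126 genes, of which 50 (40%) were among 86 PCS1 genes. Signature genes rose in PC-3 cells overexpressing RRM2 and correlated with RRM2 in patient cohorts, so COH29 did not enter their choice. For COH29, the paper reported that most PCS1 genes were inhibited and that PCS2 genes were targeted too. It also reported that genes targeted by RRM2 inhibition were enriched in luminal B genes. It reported that 12 genes of the signature were shared with both the PCS1 and the PAM50 genes.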

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

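The difference between the doses was a planned test, and all tests of explanations in this part were chosen after the results were seen. The effects of the doses differed by a direct test, 20 µM against 10 µM, for 4360 genes (edgeR with Benjamini-Hochberg adjustment, fold over 1.5). Against DMSO, 33 genes were higher at 10 µM and lower at 20 µM and 10 were lower at 10 µM and higher at 20 µM. Independent lists would share more, 868 and 845, but both comparisons use the same DMSO libraries, which by itself makes opposite calls rarer. Of the lists called between doses, the medians were 1.23 for PAM50 proliferation, 1.23 for FOXM1 and G2/M, 1.49 for replication-dependent histones, 0.64 for p53 targets, 0.54 for ATF4 targets, 0.56 for endoplasmic reticulum chaperones, 0.32 for heat shock, 0.27 for NRF2 targets, 1.62 for metallothioneins, 0.64 for cholesterol synthesis and 1.30 for immediate early genes. These calls were made with the preset correlation, and with an estimated one camera called 0 lists. Cholesterol synthesis lost its call too, though its estimated correlation of −0.00739 lies below the preset 0.01. Correlation alone thus does not account for the lost calls.

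G2/M genes were lower by less at 20 µM than at 10 µM. RNA of untreated cells in the 20 µM libraries would need a median share of 30.5% to give the G2/M levels, and 17 of 24 androgen-regulated genes lay below that share of their DMSO level at 20 µM, which argues against it. With library size alone the G2/M median between doses was 0.94 in place of 1.23, which argues against scaling between libraries, for this 1 other scaling. The list stayed called, but camera compares a list with other genes and hardly depends on scaling. A larger share of cycling cells at 20 µM would raise G1/S genes alike, but their median was 0.031 against 1.23 for G2/M genes. The two-sided permutation p over genes was 1e-05, the smallest the permutations can give, but it treats genes of a list as independent. By camera with an estimated correlation the G2/M list had an adjusted p of 0.319 between doses. The G1/S median cannot speak to a larger share of cells in G2 or mitosis alone, which need not raise G1/S genes. That and a different response of mitotic transcripts to dose stay open.

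Transcripts rich in GC were higher with COH29. GC recovery that differs from library to library may account for at least part of this trend, because the DMSO replicates differed by a slope of 0.30 (log2 per 10 percentage points of GC), against 0.28 for 20 µM over DMSO, while the slope was −0.11 between the 10 µM replicates and 0.01 between the 20 µM replicates. As the source of the gene list calls at 20 µM the trend is argued against, since 13 of 13 lists stayed called in the same direction once it was removed, while at 10 µM the dNTP supply list lost its call (camera adjusted p = 0.0525) with its median at −0.35 in place of −0.28. The slope took the place of a rank correlation after that had been seen (0.746 between the DMSO replicates and 0.227 at 20 µM), since a rank correlation rises where noise is low, and the reading was the same by both. An effect of the drug on GC-rich transcripts stays open.

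Transcripts of the 10 histone genes tested, of 16 on the list, were higher with COH29. Histone transcripts with and without a poly(A) tail were not told apart. Weaker selection of polyadenylated RNA in treated libraries would raise ribosomal RNA along with histone transcripts that lack a tail. The ribosomal RNA share rose 1.20-fold from DMSO to 20 µM while the histone share rose 11.5-fold. Of 5 RNAs without a tail (RN7SK, RN7SL1, RN7SL2, RMRP and RPPH1), the median rose by 1.45 on the log2 scale at 20 µM (range 1.09 to 2.41). That of the 10 histone genes rose by 3.20. The exact permutation p of the mean difference was 0.0226, two-sided, over genes. That comparison was run first, and the one of ribosomal RNA took its place after its value was seen. Part of the histone change may thus be shared with these 5 RNAs. Ribosomal RNA rose less than they did, so its share cannot decide whether selection was weaker. The GC content and length of histone transcripts are argued against by a median of 3.10 that stayed called with the trend removed. An effect of the drug on histone transcripts stays open.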

How the results depend on the processing

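The fits without ribosomal RNA rows and with the GC and length trend removed were chosen after seeing the data; the others were planned. Of 4538 values of named genes under an alternative, 4446 kept their side of the threshold on adjusted p, 52 lost and 39 gained significance, and 1 reversed. Values that were not significant in either fit were counted as kept even where their sign changed. TXNIP between doses, −0.23 with all libraries, was such a value by limma voom (0.56). The reversed value was also that of TXNIP between doses, at 2.20 without replicate 1 at 10 µM, while it was −1.08 without replicate 2. RRM2 was not among these values, and its lost calls between doses are given above. Of 1287 list tests with the preset correlation, 1272 kept their call, 6 lost it and 9 gained it. With an estimated correlation, 0 lists were called higher or lower at 10 µM, 20 µM or between doses, and PAM50 proliferation (−2.53, −1.01 and 1.23) had adjusted p = 0.306, 0.467 and 0.415 by camera. With library size alone, 2615 genes were higher at 20 µM, and 822 were higher and 4485 lower between doses. With no fold cutoff, 4278 genes were higher at 10 µM, 5271 with both doses averaged, and 7028 changed between doses, 3414 higher. With a fold over 2, 3581 genes changed at 10 µM (1376 higher, 2205 lower), 2472 were higher at 20 µM, 2075 changed between doses (678 higher, 1397 lower), and 4761 with both averaged (1865 higher). The fold cutoffs move counts by construction. The cause of the other shifts was not tested.

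Leaving out each library in turn gave 2834 to 4593 genes between doses (1237 to 2040 higher, 1597 to 2558 lower), the lowest without replicate 2 at 20 µM, RRM2 between doses at 0.70 to 1.56, and 0 to 1 lists lower between doses. At 10 µM the counts were 5006 to 6751 and at 20 µM 8259 to 9090. These fits leave 1 sample in a group, which is assumed to vary like the others. Replicate numbers shared only a label: deviations of same-numbered samples correlated at −0.318 (10 µM and DMSO), 0.071 (20 µM and DMSO) and −0.141 (both doses). With the replicate block, 5997, 8760, 4104 and 7594 genes were called at 10 µM, at 20 µM, between doses and with both averaged. The block with the GC and length trend removed called 1 list lower between doses, PAM50 luminal and HER2. With the trend removed alone, 7767 of the 8848 genes called at 20 µM remained. DESeq2 was not run on lists other than PAM50 proliferation. PCAT1, COLCA1, PRR15L, NAV3 and HGD, under 1 CPM at 20 µM, rest on few counts there, and the folds of the first 3 moved by over 1.5 times when a library was left out.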

Other observations

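Other than FTH1, the genes named in this part were chosen after their values were seen. Some genes fell at 10 µM COH29 and rose at 20 µM against DMSO. HERPUD1, a gene of endoplasmic reticulum protein disposal, was at 480 ± 35.6 CPM (SD, n = 2) in DMSO, 283 ± 44.0 at 10 µM and 1202 ± 39.3 at 20 µM. ODC1, the first enzyme of polyamine synthesis, was at 830 ± 1.16, 462 ± 22.4 and 1337 ± 34.5 CPM, and HK2, hexokinase 2, at 139 ± 6.80, 69.3 ± 10.9 and 217 ± 11.5 CPM. APOBEC3B, a cytidine deaminase, was at 46.2 ± 4.16, 17.3 ± 1.51 and 78.1 ± 0.552 CPM, and IQGAP3 was at 41.9 ± 3.68, 21.1 ± 0.959 and 78.5 ± 4.53 CPM. In the other direction, ENC1 was at 46.9 ± 0.735, 81.0 ± 0.866 and 31.0 ± 1.27 CPM, and EHHADH, an enzyme of peroxisomal fat breakdown, at 22.7 ± 3.30, 35.5 ± 0.618 and 11.1 ± 0.959 CPM.

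Iron genes differed in direction at 20 µM. FTH1 took 0.158% ± 0.00287 (SD, n = 2) of all counts in DMSO, 1.90% ± 0.195 at 10 µM and 2.25% ± 0.0124 at 20 µM. TFRC, the transferrin receptor, was at 335 ± 47.0, 416 ± 27.7 and 214 ± 3.19 CPM, and its fall of 0.64 on the log2 scale at 20 µM passed both cutoffs. HSPA1B, which has a near-identical copy in HSPA1A, was at 151 ± 47.3 CPM in DMSO, 176 ± 24.4 at 10 µM and 1735 ± 124 at 20 µM, and its log2 fold change of 0.23 at 10 µM was 0.59, past both cutoffs, without DMSO replicate 2. TXN, an NRF2 target on the list, was at 147 ± 8.53, 124 ± 1.21 and 132 ± 2.88 CPM and was not called at either dose. FOXM1 itself was at 84.1 ± 7.81, 27.6 ± 0.123 and 60.6 ± 1.45 CPM, and it was called at 10 µM against DMSO. At 20 µM its log2 fold change of −0.47 (adjusted p = 0.0026, edgeR) lay inside the 1.5-fold cutoff. Between doses it was called (1.14 on the log2 scale).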
